A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

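Array comparative genomic hybridization (CGH) compares 2 DNA samples on 1 array by labelling each with its own dye. Genomic DNA from the tails of 8 C57BL/6 mice of 1 family was hybridized against DNA of a reference male mouse on a custom 2-colour oligonucleotide array. Each mouse was measured on 2 arrays with the dyes swapped, which gave 16 arrays. The family comprised a sire, a dam and 6 F1 offspring, grouped and numbered by the titles of the samples. The title of the series describes sires exposed to gamma-rays at 20 mGy/day for 400 days, whereas its design text describes the male of this family as non-irradiated. The published table of de novo changes lists an F1 mouse of this family in the irradiated group, as the title of the series does. No comparison here depends on the exposure, since families of unexposed sires were not used here.

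The authors scanned the arrays and extracted the features with Agilent Feature Extraction 10.7.1.1 under a CGH protocol, per the file headers, with coordinates of mouse genome build mm9. The scanner named in the file headers differs from that in the published methods, and the DNA extraction kit in the labels differs from that in the methods. Per the file headers, the spot intensity of each channel was corrected for spatial trends and background and scaled by a linear dye normalization, which gave the processed signals. The deposited files also hold a log10 ratio of the red (Cy5) over the green (Cy3) channel per spot. The deposited series matrix holds log2 ratios of the reference over the mouse on all 16 arrays, the opposite direction to that used here. These values equalled the turned scanner ratios within 1e-06, had column medians between -0.01 and 0.01 with no centring, and covered 964482 spots, with 1889 spots of the scanner files missing from it. Its scale, centring and direction were thus found by this comparison, and none stayed unknown.

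The log2 ratio of each spot was computed here from the processed signals and turned to the mouse over the reference by the dyes in the labels. Control spots and spots that the software marked as non-uniform or as population outliers were left out (118 to 249 spots per array), the spots of 1 probe were averaged, and each array was centred on its autosomal median. Neither loess nor quantile normalization was applied. Of 950749 unique probes, 950622 were autosomal, 68 X-linked and 23 Y-linked, and 36 lay on unplaced contigs and entered no comparison. The median spacing of autosomal probes was 2053 bp. No spot was saturated, and 1158 to 6988 spots per array were not well above background. The spread of log2 differences between neighbouring probes, reported by the software, was 0.174 to 0.334 per array. The number of arrays limits the precision. Each mouse has 1 array per dye orientation, and the 2 arrays were taken as 1 replicate.

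A probe was called positive by the rule in the published methods: both dye-swap values exceeded 0.8 in size, or all values of a pair of adjacent probes exceeded 0.5 in size. In addition, both values had to share a direction after turning. A probe below the reference is called a loss and a probe above it a gain. Probes that pass in opposite directions follow the dye. Their number shows the size of the dye effect and is no count of chance calls, for which the number that independent arrays would give was computed within 200 classes of probe signal, a comparison chosen after the data were seen. A de novo candidate was positive in an F1 mouse and, in the same direction, in neither parent. A region for the study of transmission had at least 2 adjacent positive probes in exactly 1 parent and a mean under 0.3 in size in the other parent, and an F1 mouse carried it when its mean was past a share of 0.5 of that of the parent. The further array and the quantitative PCR by which the study screened its candidates are not part of this series and were not used here. Candidates reported here are therefore those of a first screening.

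Counts of F1 mice and parents were compared by a two-sided exact permutation test over 28 splits, and shares by two-sided exact binomial tests with 95% Clopper-Pearson intervals. For the share of losses, mice were taken as the units in a two-sided exact sign-flip test over 64 patterns, which was chosen after the data were seen, because the planned binomial test takes probes as independent. The planned multinomial test of equal numbers of candidates sets the F1 mice against counting noise alone and takes probes as independent, so no conclusion was drawn from it. The mean of the 8 mice was tested against the reference with limma 3.58.1 (treat at a log2 ratio of 0.5, R 4.3.3, Benjamini-Hochberg adjusted p below 0.05). Mice of 1 family are related and share 1 reference DNA, so these p-values measure only the spread of these mice. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The other tests, the thresholds, the named regions and most alternatives were fixed before the data were examined. The named regions were up to 15 de novo candidate regions of 2 or more probes, ordered by probes and then by size; the 10 single-probe de novo candidates of largest size; the de novo candidates of F1 offspring 1 on chromosomes 11 and 18; the 10 regions with most probes positive in exactly 1 parent; and up to 10 regions positive in all 8 mice. Named positions chosen after their values were seen are described as such.

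The procedures were tested on simulated data. For the counts and for transmission, changes of known size were added at random positions to the real arrays with their probe order shuffled. For the count of positive autosomal probes, a simulated log2 change of -1 over 1 probe was found in 66% of cases (56 to 73% over the mice), over 2 probes in 99%, and over 3 or more probes in 100%. A change of 0.58, that of 3 copies against 2, was found in 1.5% of cases over 1 probe, 16% over 2 probes and 72% over 10 probes. In the simulation of transmission, which used losses of 5 probes at -1 in the dam, 60 of 60 regions were found and 372 of 372 carrier calls were right. Most of the measured regions had 2 probes and some were gains, which this simulation did not cover. For the family mean, changes were added to simulated normal noise with the SD of each probe, independent between mice. There limma called 95% of 200 probes at -1, 18.5% of 200 at -0.70, none of 200 at 0.58, and 0 unchanged probes. This noise holds no dye effect and no shared reference, so it does not measure false calls on the real arrays.

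The alternatives were deposited log ratios without centring, normexp background correction (offset 50), series matrix values, subtraction of a running median of 500 probes, thresholds of 0.6 and 1.0, the single-probe part of the rule only, sizes without agreement of direction, removal of dim probes, retention of outlier spots, each dye orientation alone, other rules for parents, regions and carriers, each scan batch alone, and each replicate left out. Normexp was to use mean signals and was run on the median signals of the files instead. Spots with a local background over 5 times the median of their array (0 to 56 spots per array) were left out of it, a rule added after the data were seen, because 56 such spots on the array of F1 offspring 1 with the mouse in Cy5 made the fitted background spread 359 in place of 23.0 in the green channel. The lists of genes fixed beforehand were not analysed here, because neither gene names of the files nor an annotation of build mm9 were used here; regions are therefore given by position alone, and no coordinate was converted between builds. The arrays fell into 4 scan batches: the parents, F1 offspring 1 and 2, F1 offspring 3 and 4, and F1 offspring 5 and 6. Parents and F1 mice therefore cannot be told apart from scan batches. The sex of F1 mice is not in the labels, and X- and Y-linked values are given per mouse.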

Results

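Array CGH data were collected from 1 family of C57BL/6 mice, comprising a sire, a dam and 6 F1 offspring, to find differences in copy number between parents and offspring. Every mouse was compared with the same reference male on 2 arrays with swapped dyes, so that n is 1 per mouse and 6 for the F1 mice. Each array measured 950622 autosomal probes at a median spacing of 2053 bp, besides 68 X-linked and 23 Y-linked probes. Positive log2 ratios mean more DNA in the mouse than in the reference, which is the opposite direction to the deposited series matrix. All positions refer to build mm9. Median log2 ratios of single autosomes ranged from -0.01 to 0.01 over the 8 mice.

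X- and Y-linked probes gave the response of the arrays to a known difference, that between a dam and a male reference. The median of 68 X-linked probes was 0.02 in the sire and 0.94 in the dam, a difference of 0.93, and 1 doubling would give 1. It was 0.95 with the mouse in Cy3 and 0.89 with the mouse in Cy5. The median of the Y-linked probes was -0.03 in the sire and -2.70 in the dam. Among the F1 mice, offspring 1, 2 and 3 had X-linked medians of 0.02, 0.01 and -0.01 and Y-linked medians of -0.05, -0.07 and -0.04. Offspring 4, 5 and 6 had X-linked medians of 1.01, 0.93 and 0.91 and Y-linked medians of -2.74, -3.05 and -2.52. In the dam, 65 of 68 X-linked probes (95.6%; exact 95% interval, 87.6 to 99.1%) passed the rule for a gain, and in the sire 0 of 68 did, which allows up to 5.28%. The corresponding counts were 63, 61 and 63 in offspring 4, 5 and 6. There was 1 mouse of each parental kind, and no test was made.

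**Figure D1:**
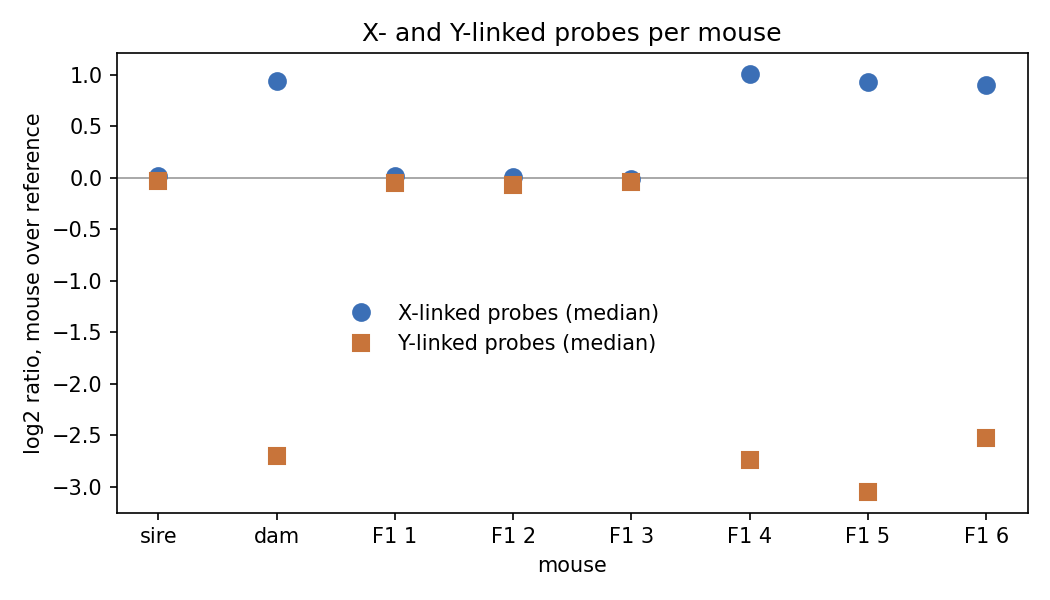
Median log2 ratio (mouse over reference) of 68 X-linked probes (circles) and 23 Y-linked probes (squares) in each of the 8 mice. The dam and F1 offspring 4, 5 and 6 lie between 0.91 and 1.01 on X and between -3.05 and -2.52 on Y, and the sire and F1 offspring 1, 2 and 3 lie near 0 on both.

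The first comparison asked how many autosomal probes differed from the reference in each mouse. The sire had 239 positive probes and the dam 252. F1 offspring 1 to 6 had 40, 106, 95, 752, 69 and 73 positive probes, and the median of the 8 mice was 100.5. Losses made up 8.37% of positive probes in the sire, 25.4% in the dam, and 52.5%, 30.2%, 53.7%, 9.57%, 66.7% and 79.5% in F1 offspring 1 to 6, with a median of 41.3%. Most were isolated: 237 probes of the sire, 232 of the dam and 38, 95, 87, 694, 66 and 61 of F1 offspring 1 to 6 were positive alone. Regions of 2 or more probes numbered 1, 8, 1, 4, 1, 28, 1 and 4 in the same order. The probes beside gains had median log2 ratios of -0.06 to 0.01 over the mice, and those beside losses -0.04 to 0.02. Gains lay mostly at probes of little signal, since 61.3% (offspring 4) to 100% (offspring 1 and 3) of them were among the 5% of probes with the lowest signal. Of the losses, 29.3% (offspring 6) to 72.5% (offspring 3) were among them too. With these dim probes left out, a choice made after the data were seen, the median fell to 36.0 positive probes per mouse. The share of losses per mouse then had a median of 81.2%. The F1 mice had 189 ± 277 positive probes (SD, n = 6) and the parents 245.5 on average, a difference of -56.3 that was within the spread of the F1 mice (two-sided exact permutation test, p = 0.821; the smallest p of 28 splits is 0.0357). Without offspring 4 the difference was -169 (exact permutation p = 0.0476, the smallest that its splits can give). Its sign turned after normexp background correction (8.33), with the dimmest 5% of probes left out (10.8) and with the mouse in Cy5 (3525) or Cy3 (5.17) only, and parents and F1 mice were scanned in different batches.

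**Figure D2:**
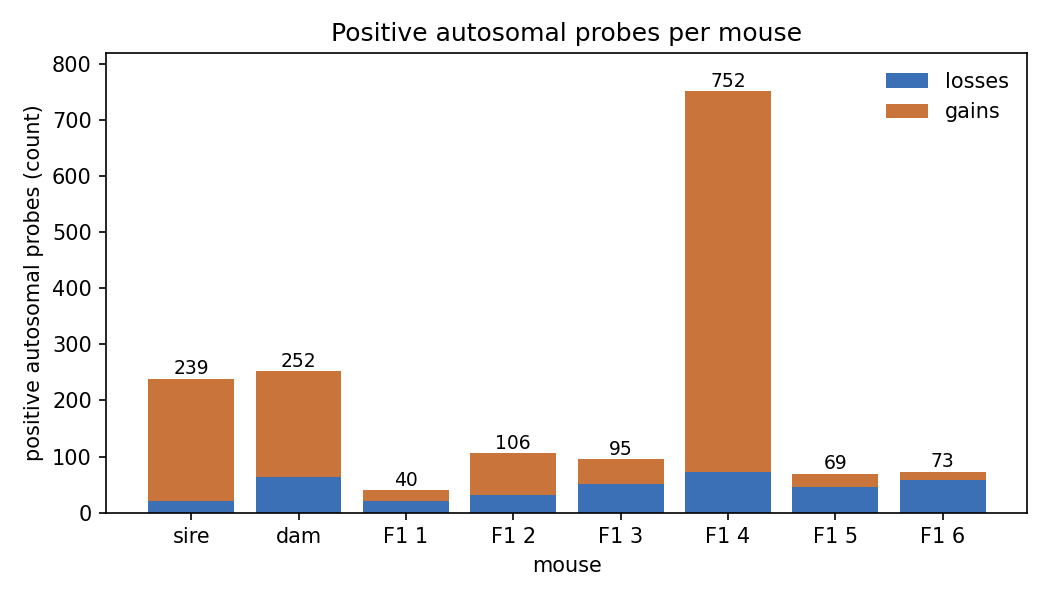
Number of autosomal probes per mouse that passed the rule, split into losses (blue) and gains (orange), 1 bar per mouse with the total above it. Totals range from 40 to 752, and F1 offspring 4 has 680 gains.

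The same arrays showed how far these calls followed the dye and how many chance would give. Probes whose 2 values passed 0.8 in opposite directions, and so followed the dye, outnumbered those that passed in the same direction in 6 of the 8 mice. Same-direction probes numbered 238 in the sire, 239 in the dam and 38, 100, 91, 702, 69 and 69 in F1 offspring 1 to 6. Opposite-direction probes numbered 213, 248, 126, 193, 252, 368, 117 and 120. The ratio of the former to the latter had a median of 0.58 and exceeded 1 in the sire (1.12) and offspring 4 (1.91) only. After normexp background correction the median ratio was 3.67, and with the dimmest 5% of probes left out 2.26, so this order turned. A dye effect raises the opposite-direction numbers, so they are no measure of chance calls. Independent arrays would give 166.5 same-direction probes in the sire, 155.8 in the dam and 34.4, 71.4, 110.9, 472.5, 40.8 and 28.8 in F1 offspring 1 to 6, counted within 200 classes of probe signal. The observed numbers were 0.82 (offspring 3) to 2.40 times (offspring 6) these. Counted over all probes at once, independent arrays would give 1.38 to 78.0. When the order of probes was shuffled 100 times, the number of regions of 2 or more probes averaged 2.78 in the sire, 1.95 in the dam and 0.03, 0.48, 0.33, 20.7, 0.20 and 0.27 in F1 offspring 1 to 6. The dam, offspring 2 and offspring 6, with 8, 4 and 4 regions as measured, exceeded the highest of the shuffles (5, 3 and 2), and the other mice did not. Over all autosomal probes, the values of the 2 dye orientations of a mouse correlated at -0.43 to -0.08. Independence may therefore overstate the same-direction calls that chance gives, least so in offspring 4 (-0.08). Probes are not independent replicates.

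Some probes differed from the reference in every member of the family. The probes at chromosome 10: 114552122–114552181, chromosome 11: 61716305–61716364 and chromosome 11: 84308243–84308302 were lost in all 8 mice, with means of -1.12 ± 0.11, -1.29 ± 0.18 and -1.44 ± 0.29 (SD, n = 8). Independent calls would give 8.64e-28 such probes, but the mice are related and share 1 reference, so their calls are not independent. This number also ignores differences in probe signal. A further probe, at chromosome 15: 59751425–59751484, was lost in 7 mice (-1.0 ± 0.14), and those at chromosome 10: 3318931–3318990 (-0.98 ± 0.15) and chromosome 10: 97112476–97112535 (1.36 ± 0.35) were positive in 6 mice; these 3 were chosen after their values were seen. Of 1387 probes positive in at least 1 mouse, 1252 were so in exactly 1. In the limma test of the family mean against a log2 ratio of 0.5, 8 probes passed, of which 7 were lower than the reference and 1 higher. The higher one, on chromosome 10, had a signal percentile of 1.02 and did not pass after normexp background correction or with dim probes left out. They were these 6 probes and those at chromosome 5: 12894042–12894101 (-1.12, adjusted p = 0.00106) and chromosome 12: 62093389–62093448 (-0.81, adjusted p = 0.0113). Without the requirement of a minimum log2 ratio in the test, 29 probes with means past 0.5 passed, and with the mouse in Cy5 only 1 did. Without the sire or F1 offspring 2 the test gave 5 probes, and after normexp background correction 2 probes were positive in all 8 mice.

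The next comparison asked which differences of the F1 mice were present in a parent. Of the positive probes, 9 of 40 in F1 offspring 1, 30 of 106 in offspring 2, 16 of 95 in offspring 3, 50 of 752 in offspring 4, 26 of 69 in offspring 5 and 38 of 73 in offspring 6 were positive in the same direction in the sire or the dam. These shares ran from 6.65% in offspring 4 to 52.1% in offspring 6, with a median of 25.4%, whereas independent calls would give 0.0236% over all probes and 1.23% within 200 classes of probe signal. All mice were compared with 1 reference, so a probe can recur without inheritance. In addition, 16 probes were lost in the dam and offspring 4, 5 and 6 and positive in no other mouse, counted after the data were seen. These mice lacked signal at Y-linked probes, so such recurrence cannot be told apart from a difference by sex. It enters the shares of offspring 4, 5 and 6. Left without dim probes, the median share was 65.7%.

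A deletion of the dam on chromosome 15 was carried by 4 of the 6 F1 mice. Over the 8 probes of chromosome 15: 41394730–41413548, a span of 18819 bp, the mean log2 ratio was -0.90 ± 0.24 (SD over probes) in the dam, -0.92 ± 0.25 in F1 offspring 2, -0.94 ± 0.17 in offspring 3, -0.86 ± 0.16 in offspring 4 and -1.0 ± 0.29 in offspring 6. In the sire it was -0.02 ± 0.13, in offspring 1 -0.02 ± 0.10 and in offspring 5 -0.10 ± 0.13. The rule divided this span into regions of 2 and 5 probes, because 1 probe between them, at 41399222, had -0.69 with the dam in Cy3 but -0.43 with the dam in Cy5. A second loss of the dam, of 3 probes at chromosome 3: 25417435–25432738, had a mean of -1.70 in the dam and -1.82, -1.69 and -1.66 in offspring 4, 5 and 6, against -0.03, 0.03 and 0.02 in offspring 1, 2 and 3 and -0.01 in the sire. These 3 F1 mice were those without signal at Y-linked probes. The third, of 2 probes at chromosome 4: 131059979–131062334 (-0.59), was carried by no F1 mouse. Gains of 2 probes each in the dam lay at chromosome 11: 86793015–86796068 (0.81), chromosome 11: 97822604–97825819 (0.56) and chromosome 18: 79453367–79454714 (0.69), carried by 2, 2 and 0 F1 mice, and 2 of these 3 regions were among the 5% of probes with the lowest signal. The sire had no such region. Among the 10 regions named for exactly 1 parent, the single probes were losses of the dam at chromosome 6: 104241394–104241453 (-3.37) and chromosome 3: 132549431–132549490 (-2.93), both also lost in F1 offspring 4, 5 and 6 only, and a gain of the sire at chromosome 4: 34773954–34774013 (2.29), the last at a probe of the lowest 5% of signal.

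**Figure D3:**
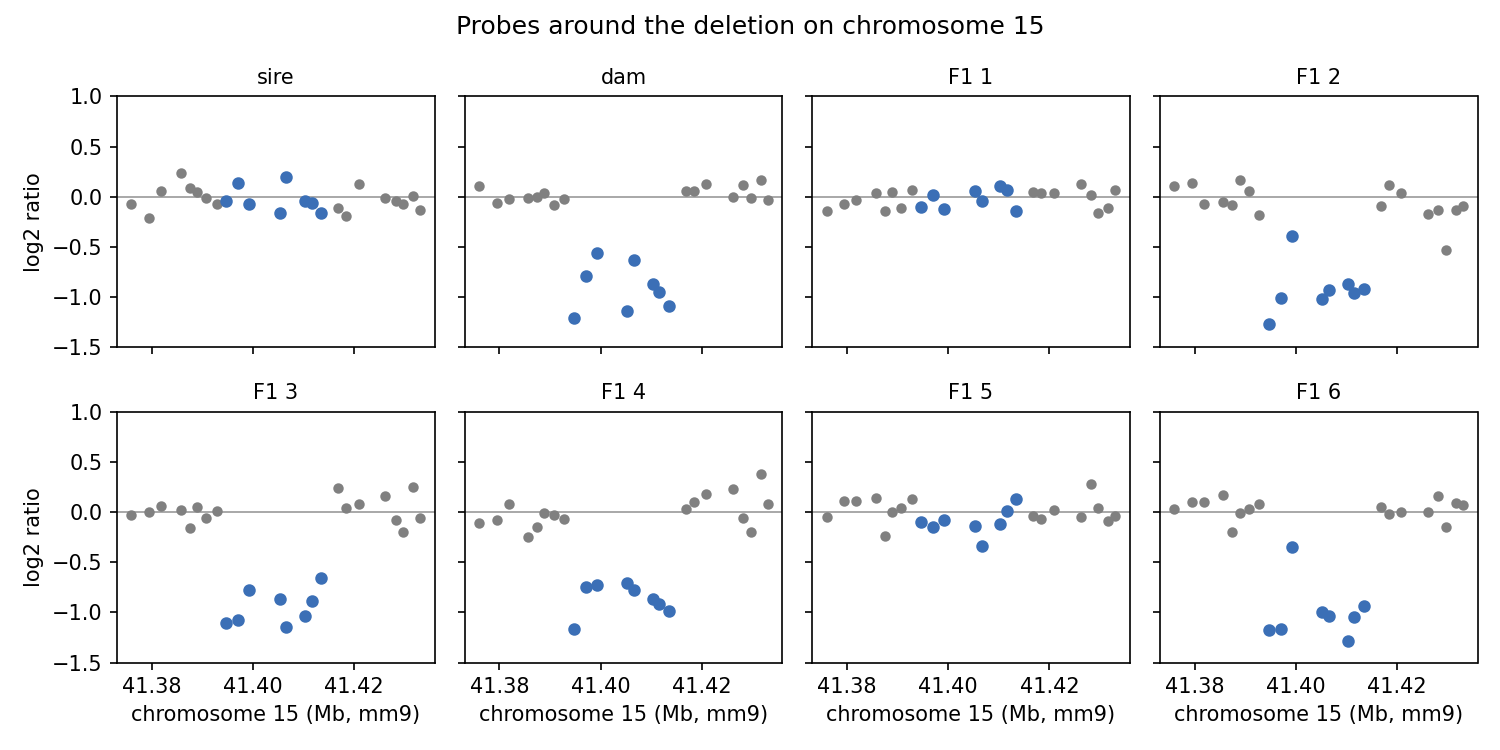
Mean log2 ratio of both arrays (mouse over reference) for the probes of the region on chromosome 15 (blue) and 8 probes on each side (grey), with 1 panel per mouse. The 8 probes average -0.90 in the dam and -0.86 to -1.0 in F1 offspring 2, 3, 4 and 6, and lie near 0 in the sire and F1 offspring 1 and 5.

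In total, 15 of 42 pairs of an F1 mouse and a region positive in exactly 1 parent were carried, which was 35.7% (exact 95% interval, 21.6 to 52.0%) and did not differ from 50% (two-sided exact binomial test, p = 0.0884). F1 offspring 1 to 6 carried 0, 3, 3, 4, 1 and 4 of the 7 regions. The interval is too narrow, since the 2 regions on chromosome 15 are parts of 1 deletion. Counted as 1 region, with a gap of 1 probe allowed, they gave 11 of 36 pairs, or 30.6% (exact 95% interval, 16.3 to 48.1%; exact binomial p = 0.0288), below 50%. With any positive probe as carriage the share was 28.6% (exact binomial p = 0.00792), also below 50%. With only the regions of at least 3 probes the share was 58.3% (exact binomial p = 0.774, 12 pairs), on the other side of 50%. These pairs come from chromosomes 15 and 3 alone, and the loss on chromosome 3 had the same carriers as 17 of 33 losses of the dam, so it is no independent case of autosomal transmission. Without F1 offspring 4 or without offspring 6 it was 31.4% (exact binomial p = 0.0410), below 50%. It was above 50% also after normexp background correction (58.3%), after subtraction of a running median (54.2%), by the single-probe part of the rule (58.3%) and with the dimmest 5% of probes left out (61.1%), where the exact binomial p was 0.481 to 0.839. It was 15% to 31.1% with single probes as regions, 1 dye orientation or sizes alone, so its side of 50% depended on the rule. A share of 50% holds only for true regions of a parent. Shuffled probe orders gave 1.95 regions in the dam on average, and false regions would lower the share whatever the transmission.

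De novo candidates were positive in an F1 mouse and in neither parent. F1 offspring 1 had 3 of them on chromosomes 11 and 18. The first was a loss of 2 adjacent probes at chromosome 11: 105810002–105812238, with -0.66 with the mouse in Cy3 and -0.82 with the mouse in Cy5, while the means of the sire, the dam and the other F1 mice lay between -0.12 and 0.08. The next was a loss of 1 probe at chromosome 18: 27283827–27283886, with -1.06 and -1.45; the probes beside it, at 27282170 and 27286300, had -0.07 and -0.10 in this mouse, and the other 7 mice had -0.23 to 0.31. The last was a gain of 1 probe at chromosome 11: 76359266–76359325 (0.96), at a probe of very low signal where the dam had -0.99. Both losses missed the rule after normexp background correction, with means of -0.53 and -0.30. The study lists deletions of this mouse on chromosomes 11 and 18, both found again by quantitative PCR. It describes the same probe on chromosome 18, so missing the rule after normexp does not count against that loss. The loss on chromosome 11 was matched by chromosome alone, since no coordinate was converted between builds.

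**Figure D4:**
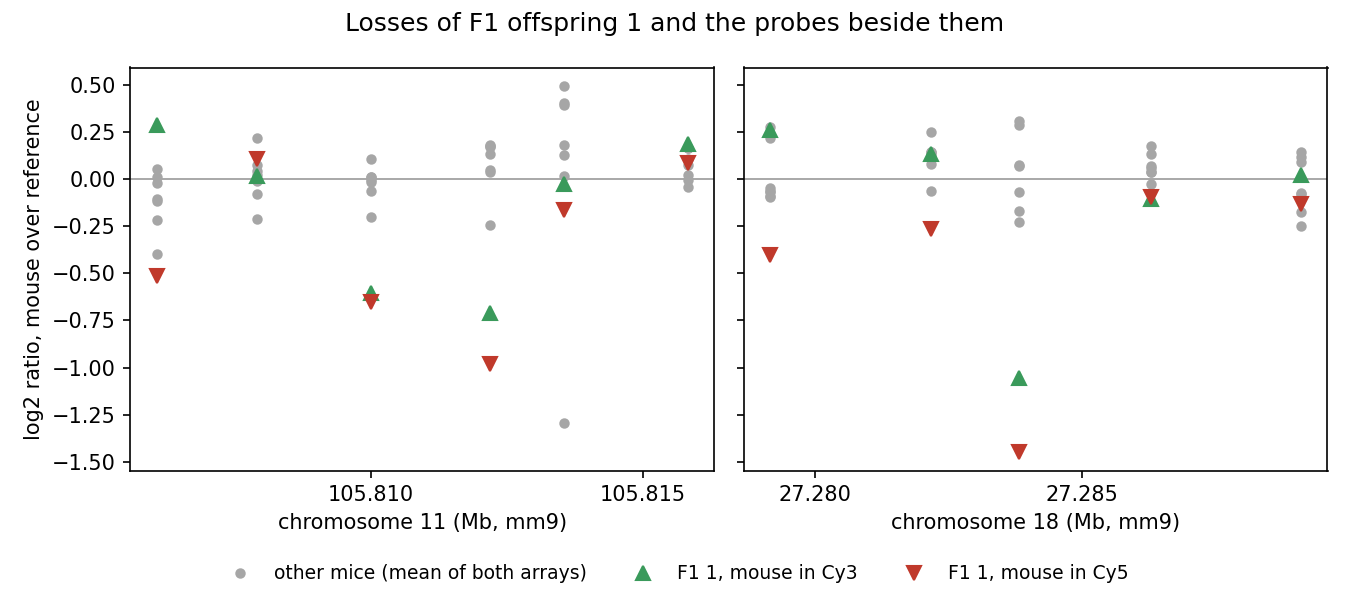
Log2 ratios (mouse over reference) of the probes in and beside the losses of F1 offspring 1 on chromosomes 11 and 18; triangles are its 2 arrays and grey points the means of the other 7 mice. The 2 probes on chromosome 11 average -0.66 and -0.82 by dye, and the probe on chromosome 18 has -1.06 and -1.45.

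De novo candidates numbered 31, 76, 79, 702, 43 and 35 probes in F1 offspring 1 to 6, 966 in total. No conclusion was drawn on a difference between single mice, since the arrays differed in noise. Without offspring 4 the total was 264, and after normexp background correction it was 78. Adjacent candidates formed 27 regions of 2 or more probes: the loss of offspring 1, 2 gains in offspring 2 and 24 gains in offspring 4. Without offspring 4 there were 3 regions, and shuffled probe orders gave 21.4 regions on average and at most 43. The 15 regions named by size were gains of 2 probes, 14 of them in offspring 4, with means of 0.77 to 1.08; the largest lay at chromosome 3: 17466653–17468398. The other, in offspring 2 at chromosome 16: 80814643–80816117 (0.80), had 0.78 in the dam and 0.54 in the sire, which missed the rule there. Of the 10 named single probes, 9 belonged to the 5% of lowest signal, among them the gain of 2.26 at chromosome 19: 56887926–56887985 in offspring 4 and the loss of -1.89 at chromosome 6: 56907799–56907858 in offspring 6. The exception, a loss of -1.86 at chromosome 1: 35303776–35303835 in offspring 3, was at a probe where the sire and the dam had -0.72 and -0.89. When both parents had to be under 0.3 in size, the candidates numbered 9, 12, 18, 263, 8 and 1.

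The direction of de novo candidates was compared with that of positive probes present in a parent. Losses were 155 of 966 candidates, or 16%, against 125 of 169 F1 positives found in a parent, or 74.0%, with 702 of the candidates from offspring 4. In each F1 mouse, offspring 1 to 6, losses made up 48.4%, 22.4%, 49.4%, 4.99%, 58.1% and 68.6% of the candidates, against 66.7%, 50%, 75%, 74.0%, 80.8% and 89.5% of the positives found in a parent. The mean difference was -30.7 ± 19.1 percentage points (SD, n = 6), lower in 6 of 6 mice (two-sided exact sign-flip permutation test, p = 0.0313, the smallest that 64 patterns give). The mice share their parents, so the same parental losses recur among them. Among these losses are 16 probes positive in the dam and offspring 4, 5 and 6 only. The deletion on chromosome 15 and 3 probes lost in every mouse recur too. The positives found in a parent are therefore no neutral baseline for the candidates. By mouse, candidate losses numbered 15, 17, 39, 35, 25 and 24 and candidate gains 16, 59, 40, 667, 18 and 11. Without offspring 4 losses made up 45.5% of the candidates, and with the mouse in Cy3 only the direction turned, with 37.5% of candidates against 14.3% of positives present in a parent. With the dimmest 5% of probes left out, losses were 4 of 4, 1 of 12 and 4 of 4 candidates in offspring 1 to 3. In offspring 4 to 6 they were 9 of 257, 7 of 8 and 8 of 10. All candidates of offspring 1 and 3 were then losses, so the lower share in 6 of 6 mice depended on the dim probes.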

Values the study reported

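The study reported de novo deletions in 7.1% of the F1 mice of non-irradiated sires (11 of 156 mice) and in 20.4% of those of irradiated sires (29 of 142 mice), a 2.9-fold difference, after a second array and quantitative PCR. Deletions with at least 2 positive probes in the first array were reported in 5.1% (8 of 156) and 15.5% (22 of 142) of the mice, a 3.0-fold difference. It listed 11 deletions and 3 duplications in the non-irradiated group and 31 deletions and 1 duplication in the irradiated group. F1 mouse 20mGyY1, here F1 offspring 1, was 1 of 4 mice with 2 deletions each, and was listed in the irradiated group. In this mouse the probe at position 27,283,827 had a low ratio in the first array, whereas the probes at 27,282,170 and 27,286,300 did not. F1 mouse 20mGyY4, here F1 offspring 4, was in none of the study's lists of de novo changes. The 1 duplication listed in the irradiated group was of another mouse.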

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

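Every test of an explanation in this part was chosen after the result had been seen. Among 34 sets of 6 values of the F1 mice, 10 had 1 mouse whose gap to the nearest other, divided by the range of all 6, exceeded the critical value of Dixon's outlier test at 95%. Chance alone marks about 1 set in 20, and many of these sets count overlapping probes.

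In all 10 the mouse was F1 offspring 4. It had 752 positive probes against 40 to 106 in the other F1 mice, of which 680 were gains against 15 to 74. Probes past 0.8 in the same direction on both arrays numbered 702 against 38 to 100, and their ratio to opposite-direction probes was 1.91 against 0.30 to 0.59. Regions of 2 or more positive probes numbered 28 against 1 to 4. De novo candidates numbered 702 against 31 to 79, de novo gains 667 against 11 to 59 and de novo regions 24 against 0 to 2. The robust spread of log2 ratios on its array with the mouse in Cy5 was 0.336 against 0.171 to 0.216. At chromosome 11: 84308243–84308302, lost in all 8 mice, it had -2.03 against -1.38 to -1.1.

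For the excess of positive probes in F1 offspring 4, copy number gains that span several probes would raise the neighbouring probes too, but the probes next to its gains had a median log2 ratio of 0.00503. The dimmest 5% of probes did not account for the whole excess, since 294 positive probes were left against 10 to 42 after their removal, with a gap over range of 0.887. Low signal in general stays open: after normexp background correction it had 70 positive probes against 7 to 49, with a gap over range of 0.333, although its 37 gains against 0 to 5 still stood apart (0.865). Noise of its array with the mouse in Cy5 stays open too. If its arrays were independent within classes of signal, 472.5 probes would pass in the same direction, against 28.8 to 110.9 in the other F1 mice, so a large part of the excess is of the size that noise gives. The 702 observed are 229 more than that, against -19.9 to 40.2 in the other F1 mice, but 1.49 times as many, within their 0.82 to 2.40. The 2 orientations correlated at -0.08 in offspring 4 and at -0.43 to -0.22 in the other F1 mice. Independence may thus overstate chance calls unequally between the mice, so these numbers do not decide. Scaling every array to the same spread left 155 positive probes against 47 to 95, but this lowers its count by construction and decides nothing. Other biological explanations were not tested, as the design gives none for 1 offspring.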

How the results depend on the processing

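Alternatives with dim probes left out by signal, scaled arrays, a gap or single probes in parental regions, a scan batch block, the stricter rule for parents and the mean over mice in the loss share, and F1 mice left out of the loss share and of the difference between F1 mice and parents were chosen after the results were seen. Where a value changed, the cause was not tested, unless the alternative itself shows it (fewer probes, or 1 array in place of 2). Over the 12 summary results, 157 values kept their direction and their side of the threshold or stayed within the limits for a count or a spread, 49 moved past those limits, 10 reversed, 10 passed a threshold newly and 1 no longer did. Those that kept include all those with deposited log ratios without centring, series matrix values and outlier spots kept. Of the values at named regions, 450 stayed positive and 97 did not, of which 33 were lost with normexp, and regions whose probes were left out gave no value. Of 41 named regions, 8 stayed positive with normexp, 16 without the dimmest 5% of probes and 21 without spots not well above background. No named value changed sign. The contrast of the X-linked probes was 0.89 to 0.95 outside normexp. With normexp, values were 22.5 positive probes (median per mouse), 90.6% losses, a same-to-opposite ratio of 3.67, 65.0% of F1 positives in a parent, 78 de novo candidates in 3 regions, 41.0% de novo losses, 58.3% transmission, a difference between F1 mice and parents of 8.33 and an X-linked contrast of 0.73. Threshold 0.6 gave 396 positive probes, 6 in all mice and 3436 candidates; threshold 1.0 gave 38.5, 0 and 334. The single-probe part of the rule gave 2 de novo regions and 58.3% transmission. Sizes without direction gave 359.5 positive probes, 2328 candidates, 106 regions and 31.1% transmission. Without spots not well above background there were 48.5 positive probes, 51.8% in a parent and 515 candidates. With the dimmest 5% of probes left out, values were 36.0, 81.2% losses, a ratio of 2.26, 65.7% in a parent, 295 candidates, 8 regions, 61.1% transmission and a difference of 10.8. Scaled arrays gave 372 candidates, 7 regions and a difference of -175 (exact permutation p = 0.0357). With the mouse in Cy5 only there were 3973.5 positive probes, 50394 candidates, 10431 regions, 22.2% transmission, a difference of 3525 and 1 probe by limma; in Cy3 only, 4575.5, 7 in all mice, 21826, 3035, 20.1%, 5.17 and 37.5% de novo losses. A running median gave 54.2% transmission. Scan batch 1 had 245.5 positive probes, batch 3 had 423.5 and a ratio of 1.13, and batch 4 had 73.1% losses. Parents under 0.3 in size left 311 candidates in 6 regions, and F1 minus the mean of both parents gave 2727 in 61. Transmission was 28.6% with any positive probe as carriage (exact p = 0.00792), 30.6% with a gap (exact p = 0.0288), 15% with single probes and 58.3% with at least 3 probes. Plain limma gave 29 probes. With each replicate left out in turn, ranges were 264 to 935 candidates, 3 to 27 regions, 13.1 to 45.5% de novo losses, 31.4 to 42.9% transmission, -169 to -26.5 for F1 mice minus parents, 22.5 to 28.3% in a parent and 5 to 8 probes by limma. Without offspring 4 there were 264 candidates and 3 regions; transmission was 31.4% without offspring 4 or 6 (exact p = 0.0410), and limma gave 5 probes without the sire or offspring 2. No paired analysis was possible because the groups share only 1 replicate number. Gene lists, including their restriction to regions of at least 2 probes, were not run, because no annotation of this build was used here. Scan batch 1 to 4 alone gave no values for comparisons between parents and F1 mice. Signal over background limits the calls at dim probes, where gains gathered.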

Other observations

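The positions, sets of loci and tests in this part were chosen after the data had been seen. De novo candidates clear of dim probes, with both parents under 0.3 in size, were few outside F1 offspring 4. Losses numbered 4: the 2 probes on chromosome 11 and the probe on chromosome 18 in offspring 1, and 1 probe at chromosome 11: 84108157–84108216 in offspring 4 (-0.85). Gains numbered 129, all in offspring 4. The study, after its second array and quantitative PCR, listed neither a de novo gain nor a de novo loss for this mouse. In a search for longer runs, medians of 11 probes past 6 robust SD formed 13 regions over the 8 mice. The deletion on chromosome 15 and a run on chromosome 8 made up the 9 that were seen in 2 or more mice, and the sire and offspring 1 had none. None of the 36 probes on unplaced contigs was positive in any mouse.

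Losses in the dam where the sire was under 0.3 in size formed 33 loci, and 17 of them (51.5%) were carried by the same 3 F1 mice, offspring 4, 5 and 6. These lay on 11 chromosomes, with a median log2 ratio of -1.37, -0.97 and -1.27 in these mice against 0.02, 0.06 and -0.07 in offspring 1, 2 and 3. Chance segregation of autosomal losses was argued against, since each of 64 sets of carriers would be met at 0.516 loci, and the exact one-sided binomial p, multiplied by 64 for the choice of the set, was 1.16e-20. Y-chromosome sequence bound by probes placed on autosomes is a candidate explanation that stays open, since offspring 4, 5 and 6 and the dam lacked signal at Y-linked probes. It allows losses smaller than, equal to and past that of 1 of 2 copies. The loci were chosen in the dam, so the carriers were used. The mean of the 3 carriers had a median of -1.06 over the loci (range, -2.94 to -0.71). Both the explanation and a loss of 1 of 2 copies allow this median, so it does not decide for the 17 loci as a set. Each carrier was below -1.1, past the loss of 1 of 2 copies, at 6 of the 17 loci. The explanation allows such values, and they argue against the loss of 1 of 2 autosomal copies at those 6 loci. The loci lay at a median signal percentile of 97.8 against 0.44 for the other 16 loci. The loss of 3 probes on chromosome 3 is among them, and a biological difference between these mice other than sex was not tested.

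A run of 35 probes at chromosome 8: 102147129–102244157 (97029 bp) was raised by less than the rule requires. Its limits were set in the dam, where the median was 0.33, and it was 0.33, 0.27 and 0.32 in offspring 4, 5 and 6 but 0.04 in the sire and -0.03, 0.00 and -0.04 in offspring 1, 2 and 3. Regional noise was argued against, since in 3 of these 3 F1 mice the run exceeded every other window of 35 probes on the autosomes, and an extra autosomal copy of the whole run would read 0.54 at the response of the X-linked probes, above the highest upper limit of the 95% bootstrap intervals, 0.46. A further copy on the X chromosome of every mouse and of the reference may explain it, as 4 copies against 3 would read 0.38, within 3 of 3 intervals. The intervals come from resampling the probes of the run within each mouse. They measure the spread over probes taken as independent, not the error of an array, and may be too narrow. An extra copy of parts of the run, or a gain of another kind in the dam, stays open.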
